# Long non-coding RNA ARHGAP5-AS1 inhibits migration of breast cancer cell via stabilizing SMAD7 protein

**DOI:** 10.1007/s10549-021-06286-5

**Published:** 2021-08-09

**Authors:** Chen-Long Wang, Jing-Chi Li, Ci-Xiang Zhou, Cheng-Ning Ma, Di-Fei Wang, Lu-Lu Wo, Ming He, Qianqian Yin, Jian-Rong He, Qian Zhao

**Keywords:** lncRNA, ARHGAP5-AS1, Breast cancer, Metastasis, SMAD7

## Abstract

**Purpose:**

Tumor metastasis is the main cause of death from breast cancer patients and cell migration plays a critical role in cancer metastasis. Recent studies have shown long non-coding RNAs (lncRNAs) play an essential role in the initiation and progression of cancer. In the present study, the role of an LncRNA, Rho GTPase Activating Protein 5- Antisense 1 (ARHGAP5-AS1) in breast cancer was investigated.

**Methods:**

RNA sequencing was performed to find out dysregulated LncRNAs in MDA-MB-231-LM2 cells. Transwell migration assays and F-actin staining were utilized to estimate cell migration ability. RNA pulldown assays and RNA immunoprecipitation were used to prove the interaction between ARHGAP5-AS1 and SMAD7. Western blot and immunofluorescence imaging were used to examine the protein levels. Dual luciferase reporter assays were performed to evaluate the activation of TGF-β signaling.

**Results:**

We analyzed the RNA-seq data of MDA-MB-231 and its highly metastatic derivative MDA-MB-231-LM2 cell lines (referred to as LM2) and identified a novel lncRNA (NR_027263) named as ARHGAP5-AS1, which expression was significantly downregulated in LM2 cells. Further functional investigation showed ARHGAP5-AS1 could inhibit cell migration via suppression of stress fibers in breast cancer cell lines. Afterwards, SMAD7 was further identified to interact with ARHGAP5-AS1 by its PY motif and thus its ubiquitination and degradation was blocked due to reduced interaction with E3 ligase SMURF1 and SMURF2. Moreover, ARHGAP5-AS1 could inhibit TGF-β signaling pathway due to its inhibitory role on SMAD7.

**Conclusion:**

ARHGAP5-AS1 inhibits breast cancer cell migration via stabilization of SMAD7 protein and could serve as a novel biomarker and a potential target for breast cancer in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10549-021-06286-5.

## Introduction

Breast cancer is one of the most common cancer and accounts for 29% (246,660) of all new cancers among the worldwide women [1]. According to the latest statistics, released by the American Cancer Society, about 276,480 new cases of invasive breast cancer are expected to be diagnosed in the USA in 2020, which means one in eight women will get breast cancer during their lifetime. In addition, 42,170 deaths per year makes breast cancer the second leading cause of cancer-related mortality among women in the USA [2]. The main cause of death from breast cancer is due to metastasis to other organs (e.g. bone, lung, brain and liver) [3]. Nevertheless, the mechanisms underlying the metastatic dissemination remain poorly understood, which causes a critical barrier for breast cancer therapy. Cell migration is regarded to be one of the essential step involved in metastasis [4]. Reduced migration suppressed the dissemination of cancer cells in a breast cancer mouse model [5]. It is well characterized that cancer cell could achieve migration via rearrangement of cytoskeleton [6]. Thus, expanding the understanding of mechanisms underlying cytoskeleton reorganization may promote the understanding of cell migration and hence cancer metastasis.

Recent studies have shown that long non-coding RNAs (lncRNAs) play an essential role in the initiation and progression of cancer. LncRNAs are gene transcripts which have more than 200 nucleotides in length and have no potential of translation [7]. LncRNAs have been proposed to carry out diverse functions, including transcriptional regulation *in cis* or *trans*, organization of nuclear domains, and regulation of proteins or RNA molecules [8]. It is now widely understood that lncRNAs could identify cellular pathologies such as cancer, provide prognostic value, or even serve as therapeutic options for cancer patients [9]. For example, over-expression of the lncRNA HOTAIR in early stage, surgically resected breast cancer is highly predictive of progression to metastatic disease and overall survival [10]. Silencing the expression of the lncRNA GUARDIN triggered apoptosis and senescence, enhanced cytotoxicity of additional genotoxic stress and inhibited cancer xenograft growth. Thus, GUARDIN may constitute a target for cancer treatment [11].

The transforming growth factor β (TGFβ) signaling pathway is a key player in metazoan biology, and its misregulation can result in tumor development. Pathological forms of TGFβ signaling promote tumor growth and invasion, evasion of immune surveillance, as well as cancer cell dissemination and metastasis [12]. Smad6 and Smad7 are inhibitory Smads that negatively control TGFβ pathway activity in response to feedback loops and antagonistic signals [13]. SMAD7, as one of the key inhibitors of TGFβ signaling, negatively regulates the whole pathway via multiple mechanisms [14]. In the cytoplasm, SMAD7 can compete the binding site of type-1 TGFβ receptor (TGFβ R1) with SMAD2/3 and hence inhibits signal transduction by blocking phosphorylation of SMAD2/3 [15]. Besides, SMURF1 and SMURF2 are recruited to TGFβ R1 by SMAD7 and induce the degradation of receptors [16]. Meanwhile in the nucleus, SMAD7 disrupts the binding of SMAD2/3/4 complex with DNA [17].

In our present study, we identified a novel lncRNA ARHGAP5-AS1, which expression is downregulated in highly metastatic breast cancer cell line MDA-MB-231-LM2. Functional study showed that ARHGAP5-AS1 could inhibit migration of breast cancer cells through inhibition of stress fibers. Moreover, we found that ARHGAP5-AS1 interacted with SMAD7 and stabilized SMAD7 protein via blocking the interaction between SMAD7 and its E3 ligase (SMURF1 & SMURF2), and hence inhibited its ubiquitination and degradation. Furthermore, ARHGAP5-AS1 could inhibit TGFβ signaling pathway by upregulation of TGFβ R1. Taken together, these findings demonstrate that ARHGAP5-AS1 could serve as a novel biomarker for breast cancer metastasis and a potential target for the treatment in the future.

## Methods

### Cell lines and cell culture

MDA-MB-231 was kindly provided by Ming-Yao Liu (East China Normal University, Shanghai, China). SKBR3 and BT549 were purchased from the cell bank of the Chinese Academy of Science (Shanghai, China). MDA-MB-231-LM2 was cultured in DMEM medium (Hyclone) supplemented with 10% FBS (Gbico). MDA-MB-231 was cultured in Leibovitz L-15 medium (Gibco) supplemented with 10% FBS. SKBR3 and BT549 were cultured in RPMI 1640 (Hyclone) medium supplemented with 10% FBS. All cell lines were incubated at 37 ℃ in a humidified atmosphere of 5% CO_2_ and 95% air except for MDA-MB-231 which were raised in a humidified atmosphere containing 100% air.

### RNA extraction and quantitative real-time PCR

Total RNA of cancer cell line were extracted from Trizol reagents (Invitrogen#15596018) according to the manufacturer’s instructions. cDNA was obtained by AMV reverse transcription system (TAKARA#2621) followed the manufacturer’s protocol. Quantitative real-time PCR was performed with SYBR Green PCR master mix reagent (ABI#4472908) and specific primers for SMAD7-F/R (ATGCTGTGCCTTCCTCCGCTG/CCACGCACCAGTGTGACCGA) and ARHGAP5-AS1-F/R (GGCCCCTGATTCAGTACGTT/GCGTGAACAGGGGTCTTTTG). Data analysis of ARHGAP5-AS1 expression in breast cancer cell lines was normalized by internal control 28S RNA and evaluated using 2^∆∆C^^t^ method, while data analysis of breast cancer tissues was normalized by 18S RNA and presented by − ∆Ct.

### LncRNA in vitro Translation

This experiment was performed according to the manufacturer’s instructions (Promega#L1170). Briefly, 1 μg of circular plasmid pcDNA3.1(+)-ARHGAP5-AS1 and pcDNA3.1(+)-ARHGAP5-AS1-AS were used in the translation reaction. The tubes were incubated 1 h at 30 ℃. Then, 2 μL of reaction liquid was added into 15 μL SDS Loading Buffer and boiled 3 times at 105 ℃ on incubator. Streptavidin-HRP (CST#3999) was utilized to detect products of translation.

### Immunofluorescence staining

F-actin staining was performed according to the manufacturer’s instructions (Invitrogen#R415). Briefly, 1.5 × 10^5^ cells transfected with si-NC/si-ARHGAP5-AS1 or pcDNA3.1(+)-VEC/pcDNA3.1( +)-ARHGAP50AS1 for 48 h were seeded onto coverslips in 24-well culture plate. A total volume of 200 μL containing 4 μL Rhodamine Phalloidin was used per well and incubated 30 min at room temperature. As for SMAD7 staining, the FITC-conjugated antibody (Santa Cruz#sc-365846 FITC) was used at the dilution rate of 1:50 in 1% BSA and incubated overnight. Immunofluorescence pictures were taken by Nikon A1R confocal microscope (Nikon, Kanagawa, Japan).

### Transwell migration assay

Cell migration ability was determined by transwell chambers (Corning#3422). The experimental procedure was described elsewhere [18]. Briefly, 2 × 10^4^ cells transfected with si-NC/si-ARHGAP5-AS1 or pcDNA3.1(+)-VEC/pcDNA3.1(+)-ARHGAP5-AS1 for 48 h were seeded into transwell chambers. 18 h later, migrated cells were staining by crystal violet. Pictures were taken by Nikon Eclipse Ti microscope (Nikon, Kanagawa, Japan).

### *RNA Fluorescent *in situ* hybridization*

This experiment was performed with Fluorescent in Situ Hybridization Kit (Ribo#R11060.1) according to the manufacturer’s protocol. Briefly, 1.5 × 10^5^ MDA-MB-231 cells or LM2 cells was seeded onto cover slides in 24-well culture plate. LncRNA ARHGAP5-AS1 was detected by specific probe with Cy3 labeling. Fluorescence pictures were taken by Nikon Eclipse Ti microscope (Nikon, Kanagawa, Japan).

### Protein microarray screening

Sense and antisense lncRNA were transcribed in vitro with Cy5 labeling. Synthesized lncRNA were incubated with HuProt™ microarray (CDI Laboratories, Inc.) which contained more than 20,000 full-length human proteins with GST tag. This procedure was completed by Wayen biotechnologies (Shanghai), Inc. according to the manufacturer’s instructions. In brief, proteome microarrays were blocked with blocking buffer for 1 h at room temperature before incubation of transcribed lncRNA in blocking buffer with microarray at room temperature for 1 h. TBST followed by MilliQ water were used to wash the microarrays three times for 5 min. Dried slides were scanned using GenePix 4000B. Images were analyzed using GenePix Pro 6.0.

### RNA pull down assays

In vitro transcription of antisense or sense ARHGAP5-AS1 was achieved by T7 RNA Polymerase (Roche#10881767001) according to the manufacturer’s instructions. Meanwhile, 2 μL of Biotin RNA Labeling Mix (Roche#11685597910) was added into the transcription reaction. Cell lysates were prepared by sonication in BufferA [150 mM KCl, 25 mM Tris pH7.4, 5 mM EDTA, 0.5 mM DTT, 0.5% NP40 supplemented with 1 mM PMSF (Bytotime#ST506) and Cocktail (Millipore#539134)]. 15 μg transcribed RNA was added into lysates of 1 × 10^7^ cells and incubated at 4 ℃ for 2 h in a rotary shaker. Streptavidin Magnetic Beads (NEB#S1420) was utilized to enrich RNA–protein complex before washing five times in BufferA and elution in SDS Loading buffer. Eluted proteins were separated by SDS-PAGE for western blot.

### RNA Immunoprecipitation (RIP) assays

RIP assays were performed by utilizing the Millipore Magna RIP Kit (#17-700) according to the manufacturer’s protocol. Bound RNA was extracted by Trizol reagents and subjected to real-time PCR using specific primers.

### Dual luciferase reporter assays

4 × SBE was synthesized and cloned into pGL4.27 vector. 293T cells were cultured in 24-well tissue culture plates for 24 h before transfection. Each three wells were transfected with pGL4.27–4 × SBE/EV, pcDNA3.1(+)-ARHGAP5-AS1/EV and Renilla. 5 ng/mL TGFβ1 was added into each well 48 h after transfection. After 6 h stimulation, 293T cells were lysed by Passive Lysis Buffer. Luciferase activity was detected according to manufacturer’s protocol (Promega#E1910).

### Western blot

This experimental procedure was described elsewhere [18]. Antibodies used in this article: SMAD7 (Sigma-Aldrich#SAB1404041-100UG), β-actin (MBL#PM053-7), LARP1 (ABCAM#AB86359), GAPDH (Santa Cruz#SC-32233), FLAG (Sigma-Aldrich#F1804), SMAD7-B8-FITC (Santa Cruz#SC365846FITC), p-SMAD-2/3 (CST#9510), SAMD2/3 (CST#8685), TGF-βR1(Sigma-Aldrich#SAB4502958-100UG), LaminB (Santa Cruz#SC6216), HIS (Beyotime#AH367).

### Statistical analyses

All experiments were repeated at least three times or otherwise mentioned. The p values for comparison between two groups were obtained by Student’s *t*-test (two-tailed). All values were presented as Mean ± STD and the p value < 0.05 was considered to be statistically significant.

## Results

### ARHGAP5-AS1 is a downregulated LncRNA in aggressive breast cancer cells

To investigate the downregulated LncRNAs involved in breast cancer metastasis, MDA-MB-231-LM2 which is a more aggressive subtype of MDA-MB-231 was utilized [19]. LncRNA expression profiling of MDA-MB-231-LM2 and MDA-MB-231 cells were explored by RNA sequencing (Fig. 1A). 

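RNA of MDA-MB-231 cells and of MDA-MB-231-LM2 cells (LM2), a subline that forms lung metastases, was sequenced. The labels list 2 samples of each cell line. The deposited table holds 1 column per cell line, and whether a column is 1 library or both combined is not given in the sources used here. The difference between the cell lines therefore has no replicate check, and no p-value is given across genes. The authors aligned the reads with TopHat2 (version 2.0.13) to hg19 and deposited, for 65423 transcripts, the read count and the RPKM, the count scaled by transcript length and by the column total. Of these transcripts, 34791 have NM_ identifiers (RefSeq mRNAs), 7527 have NR_ identifiers (RefSeq non-coding RNAs) and 23105 have ENST identifiers (Ensembl). Counts summed to 130689252 in MDA-MB-231 and to 128985870 in LM2. Every ratio given here is LM2 over MDA-MB-231 after division by these totals, and its 95% interval (exact, Clopper-Pearson) covers counting error only. Against a count of 0, the fold is that at a floor of 3 counts, and the interval gives its lower limit. Rankings and gene groups used genes with a mean of at least 50 counts, 1 transcript per gene. Overlapping transcripts hold the same reads, since 3376 of the 31462 transcripts at that level share their pair of counts with another. The counts do not separate the strands: 133 non-coding transcripts lie wholly under exons of a gene of the other strand whose mRNA had an RPKM over 5, and their RPKM was at the median 0.876 times that of this mRNA. Reads of a gene and of its antisense partner therefore cannot be told apart where they overlap. MDA-MB-231 was kept in L-15 medium under 100% air and LM2 in DMEM under 95% air and 5% CO2, so medium and gas cannot be told apart from the cell line.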

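LM2 cells had higher RNA levels of some lung metastasis genes and of many genes of a list of amino acid synthesis and the integrated stress response than MDA-MB-231 cells, and lower levels of some epithelial markers. Of 22 genes linked to lung metastasis of this cell line, 10 were over 2-fold higher in LM2 and 4 over 2-fold lower (median log2 ratio 0.82, interval of the median 0.10 to 3.60). IL13RA2, a decoy receptor of interleukin 13, had 3 counts in MDA-MB-231 and 6402 in LM2. SPARC, a matrix protein, was 90.5-fold higher (75.6 to 109). CXCR4, the receptor of the chemokine CXCL12, was 258-fold lower (173 to 404), and NEDD9, a scaffold of focal adhesions, was 13.8-fold lower (11.2 to 17.1). Of 25 genes of amino acid synthesis and the integrated stress response, 14 were over 2-fold higher and 0 over 2-fold lower (median 1.04, 0.57 to 1.40). PHGDH, the first enzyme of serine synthesis, was 25.2-fold higher (21.7 to 29.4), and the stress regulator NUPR1 was 24.5-fold higher (20.5 to 29.5). Of 19 NF-κB targets and cytokines, 6 were over 2-fold higher and 0 lower (median 0.44, -0.14 to 1.57), among them CSF3, the granulocyte growth factor, by 131-fold (98.5 to 179) and IL1B by 48.7-fold (37.2 to 65.0). List members with a mean under 50 counts are not among the 19, such as CCL2 (54 counts in MDA-MB-231 and 0 in LM2), CCL5 (17 and 6) and CCL20 (8 and 27), named after their values were seen. Of 13 epithelial markers, 6 were over 2-fold lower and 0 higher. Their median of -0.87 has an interval that takes in 0 (-2.28 to 0.25), and it was -0.48 with log2(RPKM + 0.1) and -1.5 with no filter on low counts. Left out of the 13 for a mean under 50 counts were ESRP1 (4 counts in MDA-MB-231 and 42 in LM2) and OVOL1 (0 and 6), which were higher. Also left out were CDH1 (13 and 0), CLDN3 (58 and 6), GRHL2 (14 and 0), OVOL2 (2 and 0) and RAB25 (1 and 0), which were lower. These members were named after their values were seen. The tight junction protein CLDN4 was 111-fold lower (88.4 to 141) and the keratin KRT19 11.2-fold lower (10.8 to 11.7). Mesenchymal markers went both ways, with 3 of 14 over 2-fold higher and 3 lower (median 0.15, -1.17 to 1.01). PRRX1 was 10.0-fold higher (6.99 to 14.8) and CDH11 6.93-fold lower (6.56 to 7.32). Not among the 14, for a mean under 50 counts, were members such as CDH2 (71 counts in MDA-MB-231 and 15 in LM2) and FAP (2 and 2). Both were named after their values were seen. With no filter on low counts the median of mesenchymal markers was 0.02.

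**Figure D1:**
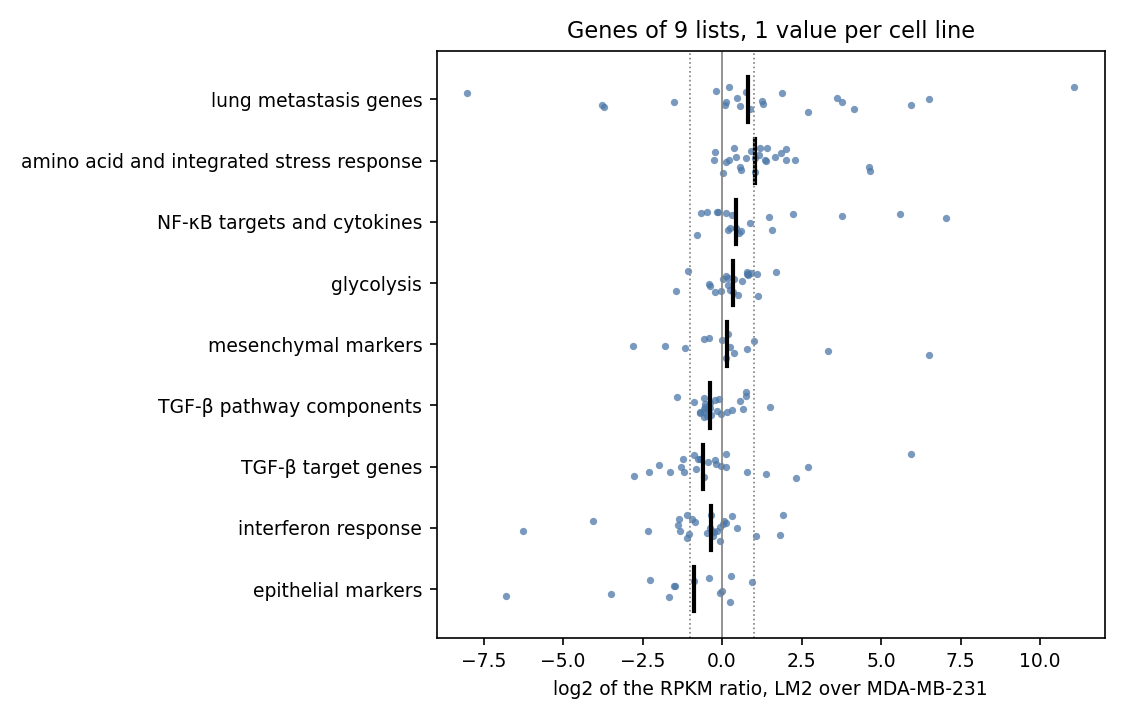
Log2 ratio of RPKM, LM2 over MDA-MB-231 (x axis), of the members of 9 gene lists (y axis), 1 value per cell line. Each point is a gene, black bars are list medians, running from 1.04 for amino acid genes to -0.87 for epithelial markers, and dotted lines mark 2-fold.

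Of 24 target genes of TGFβ, 7 were over 2-fold lower and 4 over 2-fold higher (median -0.61, -1.18 to 0.12). THBS1, an activator of latent TGFβ, was 6.78-fold lower (6.65 to 6.92), whereas the gelatinase MMP2 was 61.8-fold higher (23.8 to 229). Of 26 components of the TGFβ pathway, 1 was over 2-fold lower and 1 over 2-fold higher (median -0.37, -0.56 to -0.03), the ligand TGFB2 at 2.67-fold lower (2.56 to 2.79) and the co-receptor ENG at 2.86-fold higher (2.39 to 3.45). Of 28 interferon-response genes, 9 were over 2-fold lower and 3 higher (median -0.34, -1.05 to -0.07), with IFITM1 at 16.5-fold lower (13.3 to 20.7). Of 23 glycolysis genes, 3 were over 2-fold higher and 2 lower (median 0.34, 0.04 to 0.79), and the glucose transporter SLC2A1 was 2.72-fold lower (2.66 to 2.79). Among 10000 random lists matched on size and mean expression, the median was at percentile 100 for lung metastasis and for amino acid genes and at percentile 0.09 for components of the TGFβ pathway. It was at percentile 0.0 for TGFβ targets and for epithelial markers and at percentile 82.4 for mesenchymal markers. The lists had been set before the data were examined. The lung metastasis genes had been linked to metastasis of this same cell line, so their percentile is not independent evidence. Over all 14357 named genes, 1010 were over 2-fold lower and 671 over 2-fold higher in LM2. The 15 largest ratios in each direction took in CCBE1, a factor of lymphatic growth (2157 counts in MDA-MB-231 and 0 in LM2). CCBE1 was 710-fold lower at the floor of 3 counts, with an interval from 577-fold, and its 30 nearest genes had a median log2 ratio of -0.77. These ratios also took in the apoptosis kinase DAPK1 (1627 and 0), 535-fold lower at that floor, with an interval from 435-fold. On the other side they took in the protease PAPPA2 (5 and 2795 counts, 566-fold higher, 242 to 1746) and osteopontin, SPP1 (10 and 965 counts, 97.8-fold higher, 52.9 to 205).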

To ensure the detectability of lncRNA candidates, we only focused on the transcripts which RPKM is greater than 1. 

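Known lncRNAs were among the detected transcripts of both cell lines. MALAT1, a nuclear lncRNA, had 147920 counts in MDA-MB-231 and 87674 in LM2, and TERC, the RNA of telomerase, had 14012 and 25208. UCA1, a lncRNA described in bladder cancer, had 622 counts in MDA-MB-231 and 4 in LM2, 153-fold lower (59.6 to 565). HOTAIR, listed as 8 transcripts, had 0 counts in both. MALAT1 was chosen for its counts after these were seen. An RPKM over 1 in both cell lines was found for 18049 NM_ transcripts (51.9% of those listed), 2205 NR_ transcripts (29.3%) and 2743 ENST transcripts (11.9%). Among NR_ and ENST transcripts, 615 passed an RPKM of 1 in MDA-MB-231 and not in LM2, and 366 in LM2 and not in MDA-MB-231. For a transcript of 1 kilobase, an RPKM of 1 in MDA-MB-231 stands for 131 counts. A few RNAs took a large share of the counts: the 12 transcripts with most counts held 30.7% of them in MDA-MB-231 and 27.4% in LM2. The largest shares were those of ENST00000553637.1 (9.76% in MDA-MB-231 and 8.18% in LM2) and ENST00000580625.1 (9.76% and 8.17%), which are paired with no gene and have nearly equal counts, 12753296 and 12752672 in MDA-MB-231. RPPH1, the RNA of ribonuclease P, held 1.14% and 1.28%, and RMRP, the RNA of ribonuclease MRP, 1.16% and 1.13%. The 2 ENST transcripts were named after their counts were seen.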

Seventy-nine RNA transcripts were downregulated in MDA-MB-231-LM2 cells (fold change > 2) (Table S1). Among them, 33 RNA transcripts are included in NCBI database, which means the whole length of these transcripts are certain. 

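All 79 transcripts of Table S1 were lower in LM2, by 2.00-fold to 6.86-fold (median 2.37-fold). An ENST transcript of FSIP1, a gene of the sperm fibrous sheath, had the largest ratio, with 2848 counts in MDA-MB-231 and 410 in LM2 (6.18-fold to 7.62-fold lower). In GENCODE release 29, 77.5% of the 365 bases of this transcript lie under exons of THBS1 on the other strand (the deposited table lists it at 281 bases), and the mRNA of FSIP1 had 31 and 34 counts. SEMA3B, a secreted semaphorin, is the symbol of 8 transcripts of Table S1, at 3.29-fold to 3.91-fold lower. It may take more places than these 8. ENST00000316347.7, paired with no symbol, had 2058 and 558 counts, nearly those of the SEMA3B mRNA (2059 and 558). A transcript antisense to the keratin gene KRT7 was 2.97-fold lower. By annotation, 34 of the 79 are isoforms of protein-coding genes, 17 are lncRNAs, 5 are small RNAs and 3 are pseudogenes. The remaining 20 are paired with no symbol. Besides FSIP1, the largest ratios were those of ENST00000454314.1 (4.34-fold lower, 3.72 to 5.08) and ENST00000419213.1 (4.22-fold lower, 3.51 to 5.11), which are paired with no gene. The smallest were those of SYAP1 (5406 and 2662 counts), MMP24OS (1901 and 934) and GPN3 (552 and 271), and the 30 genes nearest to SYAP1 had a median log2 ratio under -0.5. The counting interval lay wholly beyond 2-fold for 46 transcripts and held 2-fold for 33. SEMA3B, ENST00000316347.7 and the transcript antisense to KRT7 were chosen after their values were seen.

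**Figure D2:**
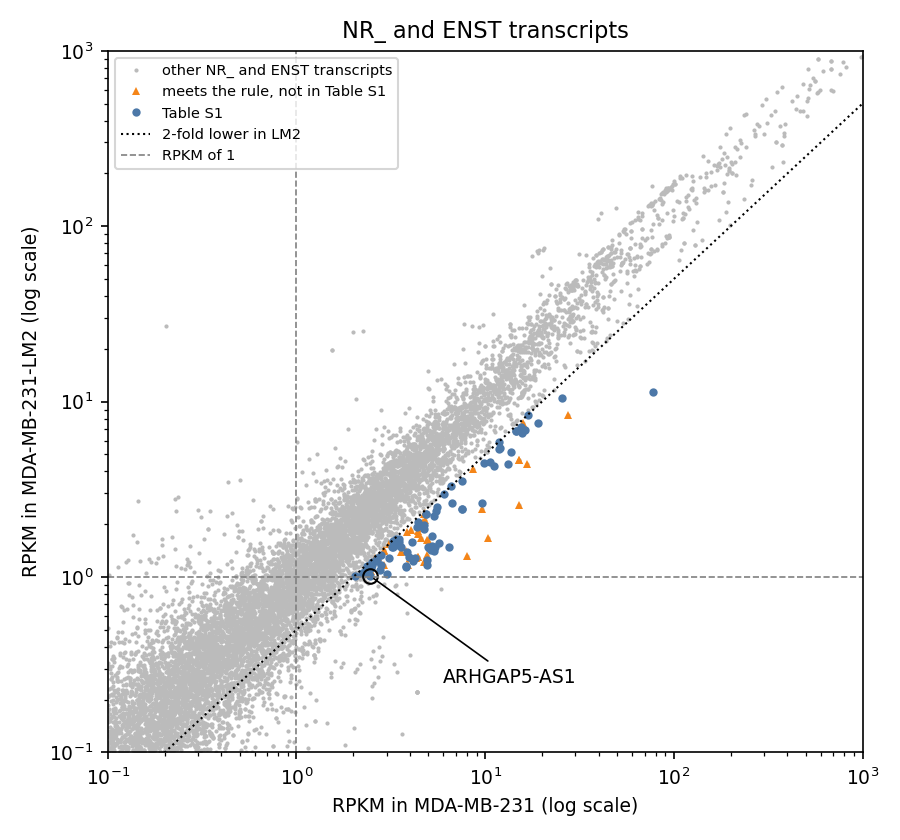
RPKM of NR_ and ENST transcripts in LM2 (y axis, log scale) against MDA-MB-231 (x axis, log scale), 1 value per cell line. Blue points are the 79 transcripts of Table S1, orange triangles 43 others with an RPKM over 1 in both and over 2-fold lower in LM2, and the ring marks ARHGAP5-AS1 near the RPKM of 1.

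Of the 29 ENST transcripts of Table S1 in GENCODE release 29, matched without their version and so at times by a model of another length, 11 lie in part or wholly under exons of a protein-coding gene of the other strand. The mRNA of that gene had a ratio within the counting interval of the transcript in 9 of the 11 and was itself over 2-fold lower in 7. Such transcripts are uncertain, because the counts hold reads of both strands. Across all 22997 transcripts with an RPKM over 1 in both cell lines, 620 were over 2-fold lower in LM2 and 432 over 2-fold higher. The 620 were 498 NM_, 49 NR_ and 73 ENST transcripts. Outside NM_ identifiers, 99 transcripts were over 2-fold higher, led by SLCO4A1-AS1 (286 and 3597 counts, 12.7-fold), which was named after its value was seen. Table S1 was chosen on these same values, so its direction is not independent evidence.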

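Most of the 33 NR_ transcripts belong to protein-coding genes. Of the 33, 20 are isoforms of 14 protein-coding genes, among them PHLDA3, a p53 target that restrains AKT, SERPINB1, an inhibitor of neutrophil proteases, and PTK7, a receptor of Wnt signaling. In 19 of these 20, the log2 ratio of the transcript lay within 0.1 of that of the mRNA of its gene, but this is no independent agreement, since an isoform and its mRNA can hold the same reads: STMN3 had 1578 and 617 counts as an NR_ transcript and 1577 and 617 as an mRNA. A further 5 are small RNAs (SNORA60, SNORA5B, SCARNA17, SCARNA9L and MIR614), 3 are pseudogenes (H2BC20P, CA5BP1 and CCDC144BP) and 3 are paired with no symbol. The remaining 2 are the lncRNAs ARHGAP5-AS1 and TGFB2-AS1. TGFB2-AS1 (NR_046268) was 3.08-fold lower (2.59 to 3.67), with 546 counts in MDA-MB-231 and 175 in LM2. In GENCODE release 29 none of its bases lies under an exon of a protein-coding gene of the other strand. The NR_ transcript of SNAPC2 (NR_030717), a subunit of the snRNA-activating complex, was 2.03-fold lower (1.83 to 2.25) at 1140 and 555 counts. PHLDA3 (NR_073080) was 3.05-fold lower (2.71 to 3.45). SERPINB1 (NR_073111) was 2.37-fold lower (2.26 to 2.49), in a neighbourhood of 30 genes with a median log2 ratio of -0.69. CA5BP1 (NR_026551), a pseudogene of a carbonic anhydrase, was 2.09-fold lower (1.74 to 2.52), and its 30 neighbours had a median log2 ratio of -0.99. Of the 37 genes with a symbol in Table S1, 8 lie in neighbourhoods with a median under -0.5. PTK7, STMN3, the small RNAs and the pseudogenes other than CA5BP1 were named after their values were seen.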

Since 7 transcripts aren’t non-coding RNA, 11 transcripts cannot be detected by qPCR and 9 transcripts don’t have suitable regions for siRNA design, we successfully validated 6 downregulated lncRNAs in LM2 cells at last (Fig. 1B). Subsequently, 3 lncRNA genes (NR_027263, NR_030717 and NR_046268) was reduced by at least 50% and subjected to functional validation. For each LncRNA candidates, three siRNA fragments were designed and transfected into MDA-MB-231 cells. In order to verify the role of these LncRNAs on metastasis, transwell migration assays were performed. Suppression of NR_027263 showed the highest promotion on cell migration among three candidates (Fig. 1C). According to the genetic location of NR_027263, it was named as Rho GTPase activating protein 5 antisense RNA 1 (ARHGAP5-AS1). To determine the identity of ARHGAP5-AS1, the translational potential of ARHGAP5-AS1 was detected by in vitro translational system and the results showed ARHGAP5-AS1 cannot encode any protein (Fig. 1D), thus it’s a long non-coding RNA. In order to validate the downregulation of ARHGAP5-AS1 in breast cancer specimens, the data were achieved from TCGA database and analyzed by GEPIA (http://gepia.cancer-pku.cn/). The results showed that ARHGAP5-AS1 is downregulated in cancer tissues compared to normal tissues (Fig. 1E). The reduction of ARHGAP5-AS1 was further proved in four breast cancer cell lines, which MCF-10A is utilized as positive control (Fig. 1F). Taken together, the downregulation of ARHGAP5-AS1 promoted cell migration, suggesting a tumor-suppressive role of ARHGAP5-AS1 in breast cancer cells.

**Fig. 1:**
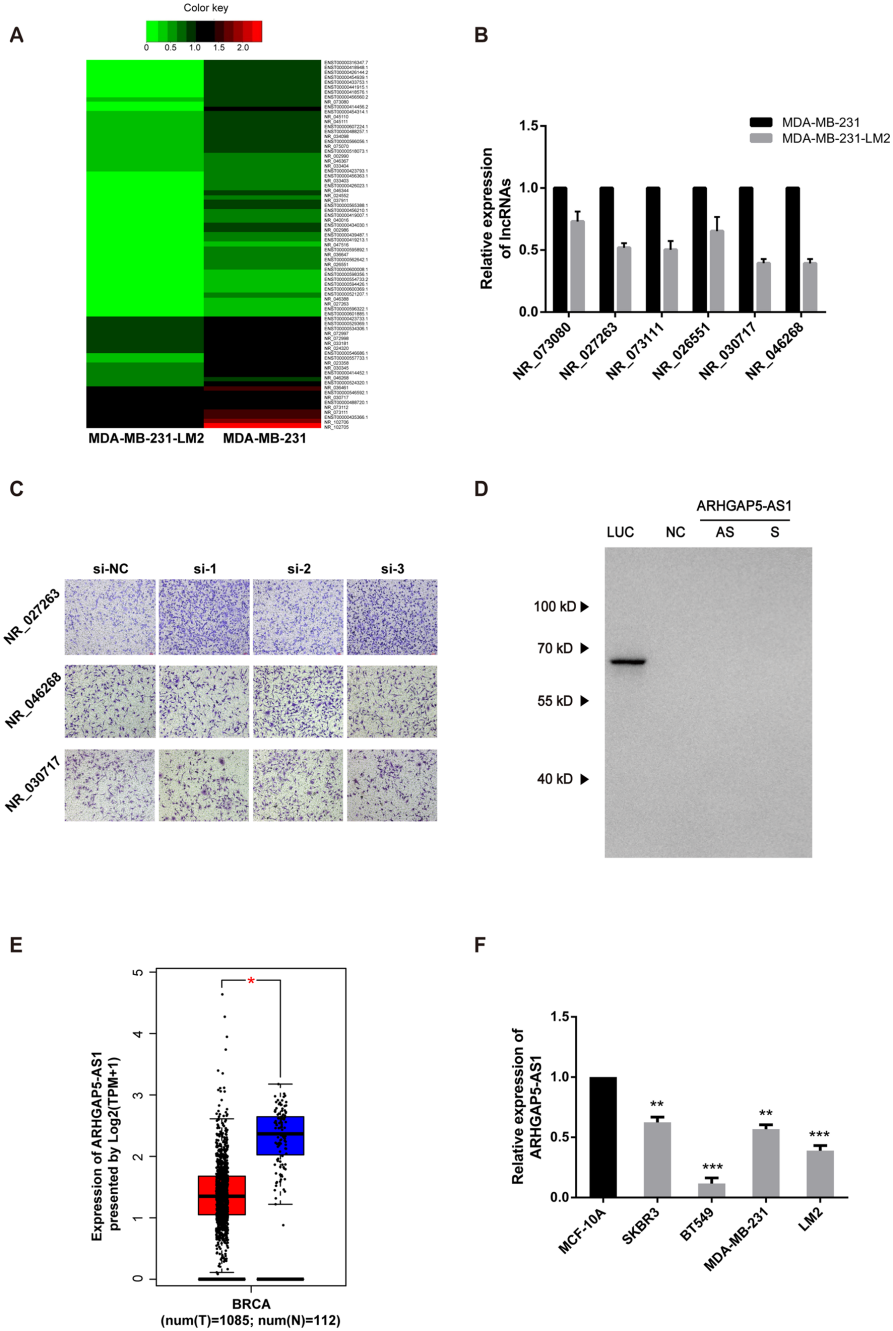
LncRNA ARHGAP5-AS1 is downregulated in aggressive breast cancer tissues and cell lines. **A** Heatmap of dysregulated RNA transcripts in MDA-MB-231 and MDA-MB-231-LM2 were shown. **B** The downregulation level of six LncRNA candidates in MDA-MB-231-LM2 cells was detected by qRT-PCR, compared to MDA-MB-231 cells. **C** The effects of NR_027263, NR_046268 and NR_030717 on the migration ability of MDA-MB-231 cells were detected by transwell migration assays. **D** in vitro translation of plasmids containing luciferase, negative control, antisense and sense ARHGAP5-AS1 were detected by western blot. **E** The differential expression of ARHGAP5-AS1 in BRCA tissues (*n* = 1109) and normal tissues (*n* = 113) from TCGA database was shown. **F** The expression of ARHGAP5-AS1 in human breast cancer cell lines was analyzed by qRT-PCR. The error bars in all graphs represented SD. *p < 0.05, **p < 0.01, ***p < 0.001

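ARHGAP5-AS1 (NR_027263) was lower in LM2 cells than in MDA-MB-231 cells. Its RPKM was 2.47 in MDA-MB-231 and 1.01 in LM2, from 413 and 167 counts. This is a log2 ratio of -1.29 (-1.56 to -1.02), or 2.44-fold lower (2.03 to 2.94). A second model of the gene, ENST00000553596.1, had 413 and 168 counts, nearly the same reads. This model is not among the 122 NR_ and ENST transcripts with an RPKM over 1 in both cell lines and over 2-fold lower. Of these models, only NR_027263 passed the screen, at an RPKM of 1.01 in LM2. ARHGAP5, the gene on the other strand, had 11595 and 7919 counts, 1.45-fold lower (1.40 to 1.49). The 30 nearest protein-coding genes had a median log2 ratio of -0.12 (-0.17 to 0.03), and 0 of them lay below ARHGAP5-AS1. Among 7661 NR_ and ENST transcripts with a mean of at least 50 counts, the ratio of ARHGAP5-AS1 was at percentile 3.86. Reads of an ARHGAP5 transcript that overlaps ARHGAP5-AS1 are not separated from its own, and 1 column per cell line gives no spread between cultures. The paper measured lncRNAs of this screen by qRT-PCR and found ARHGAP5-AS1 lower in LM2 there as well (Fig. 1B). It then took 3 transcripts to migration assays, in which knockdown of ARHGAP5-AS1 raised migration most (Fig. 1C). As its downregulation promoted migration, the paper proposes a tumor-suppressive role of ARHGAP5-AS1 in breast cancer cells.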

### ARHGAP5-AS1 inhibits migration of breast cancer cells

Besides of MDA-MB-231 and LM2 cells, SKBR3 and BT549 were also utilized to further verify the functional role of ARHGAP5-AS1 in breast cancer. The data showed that knockdown of ARHGAP5-AS1 promoted migration of MDA-MB-231 cells (Fig. 2A) and SKBR3 cells (Fig. 2B). On the contrary, over-expression of ARHGAP5-AS1 inhibited migration of LM2 cells (Fig. 2C) and BT549 cells (Fig. 2D). Interestingly, enlarged lamellopodia was observed in migrated cells of ARHGAP5-AS1 knockdown group of MDA-MB-231 cells, suggesting the reorganization of cytoskeleton. Thus, the distribution of the main component of cytoskeleton—F-actin was detected by immunofluorescence. The results showed that knockdown of ARHGAP5-AS1 expression increased the formation of stress fibers in MDA-MB-231 cells (Fig. 2E) as well as SKBR3 cells (Fig. 2F). Conversely, over-expression of ARHGAP5-AS1 reduce the formation of stress fibers in LM2 cells (Fig. 2G) as well as BT549 cells (Fig. 2H). Taken together, ARHGAP5-AS1 affected migration of breast cancer cells through the alteration of stress fibers formation.

**Fig. 2:**
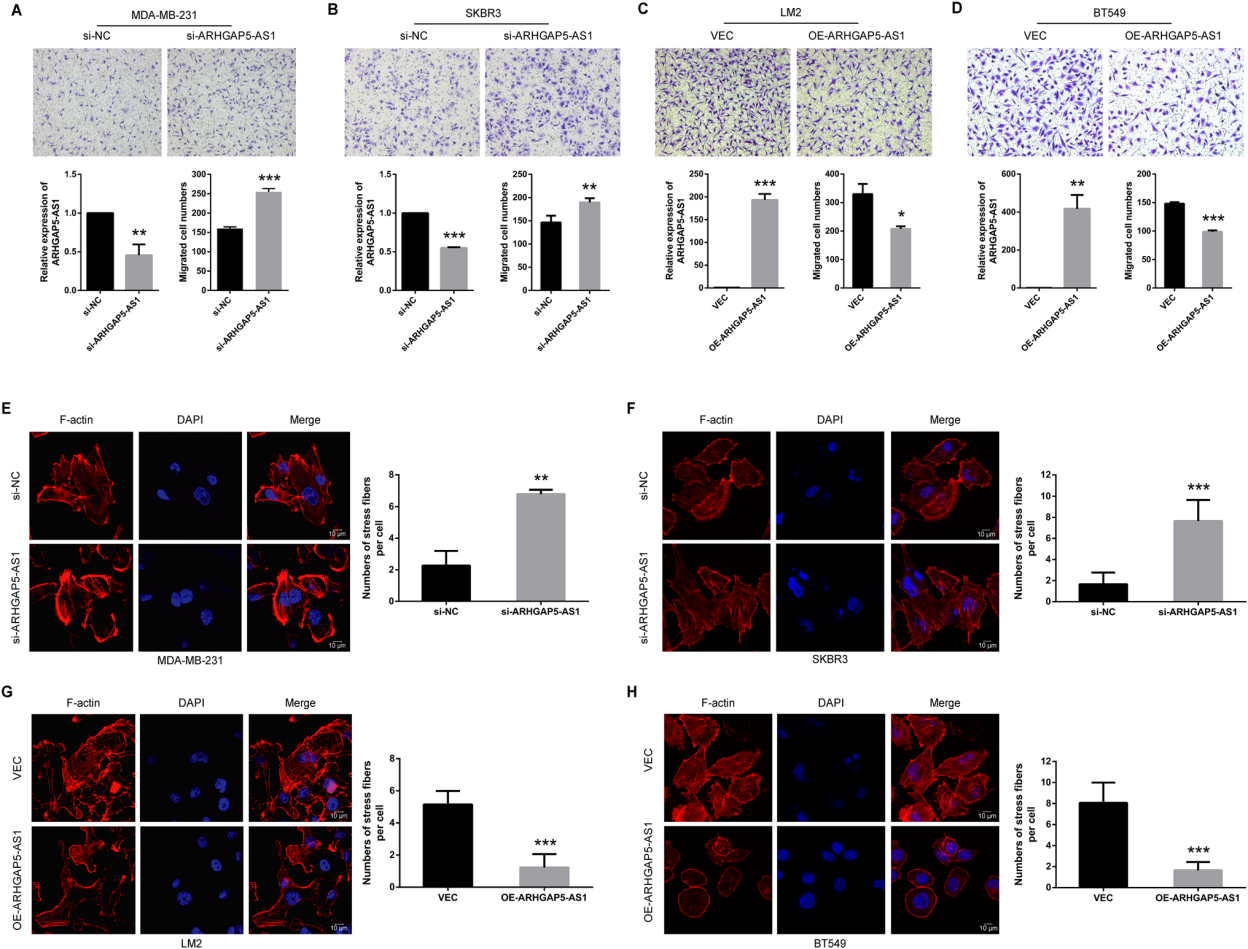
ARHGAP5-AS1 inhibits migration of breast cancer cells. Transwell migration assays of knockdown of ARHGAP5-AS1 in **A** MDA-MB-231 cells and **B** SKBR3 cells as well as over-expression of ARHGAP5-AS1 in **C** LM2 cells and **D** BT549 cells were measured and the results were expressed as the number of migrated cells per field. Knockdown & over-expression efficiencies of ARHGAP5-AS1 in each cell line were shown below. Immunofluorescence of F-actin of knockdown of ARHGAP5-AS1 in **E** MDA-MB-231 cells and **D** SKBR3 cells as well as over-expression of ARHGAP5-AS1 in **F** LM2 cells and **G** BT549 cells were performed and the results were presented as the number of stress fibers per cell. The error bars in all graphs represented SD and each experiment was repeated three times independently. *p < 0.05, **p < 0.01, ***p < 0.001

### ARHGAP5-AS1 interacts with the PY motif of SMAD7

LncRNAs can function as protein scaffold or microRNA sponge to regulate cellular processes in cytoplasm, while regulating gene transcription *in cis* or *trans* in the nucleus [9]. In order to explore the mechanism of ARHGAP5-AS1, the subcellular location was first performed and the results showed that ARHGAP5-AS1 mainly existed in cytoplasm rather than in the nucleus (Fig. 3A), so we focused on the proteins interacting with ARHGAP5-AS1. Based on this result, protein microarray screening was utilized to identify the potential ARHGAP5-AS1-interacting protein. Firstly, sense and antisense ARHGAP5-AS1 were transcripted in vitro with Cy5 labeling (Figure S1A). The screening showed that there were 26 proteins interacting with ARHGAP5-AS1 sense excluding with antisense (Figure S1B). There were five proteins correlated to breast cancer progression among all ARHGAP5-AS1-interacting proteins, and SMAD7 showed highest fluorescence intensity (Figure S1C). SMAD7 was proved to interact with ARHGAP5-AS1 by RNA pull down assay (Fig. 3B). More importantly, the enrichment of SMAD7 and ARHGAP5-AS1 complex could be detected by RNA immunoprecipitation (Fig. 3C). Furthermore, flag-tagged full-length and truncations of SMAD7 were constructed to determine domains mediating the interaction with ARHGAP5-AS1 (Fig. 3D). In detail, truncation 1 abrogated MH2 domain at C-terminal of SMAD7 and truncation 2 remained MH1 domain only at N-terminal. The RNA pull down results showed that both full-length and truncation 1 of SMAD7 were able to interact with ARHGAP5-AS1, but truncation 2 lost the interaction with ARHGAP5-AS1 (Fig. 3E). This result suggested that PY motif was essential for the interaction between ARHGAP5-AS1 and SMAD7. Taken together, ARHGAP5-AS1 interacted with SMAD7 protein through its PY motif.

**Fig. 3:**
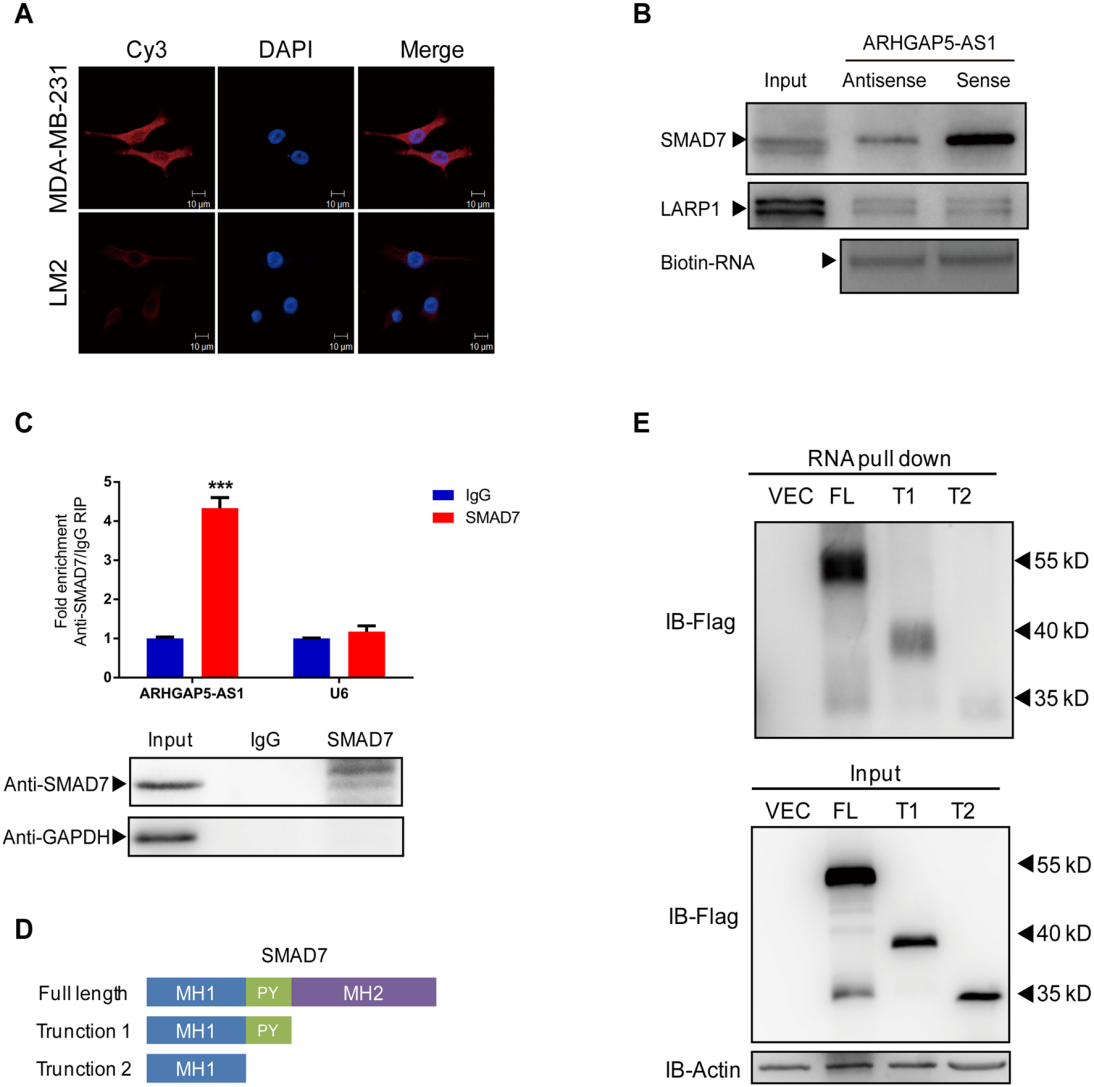
ARHGAP5-AS1 interacts with the PY motif of SMAD7. **A** The subcellular location of ARHGAP5-AS1 in MDA-MB-231 (upper) and LM2 (lower) cells were detected by RNA FISH with Cy3 labeled probes. **B** Identification of ARHGAP5-AS1 interacting proteins by RNA pull down assay was detected by western blot. **C** RNA immunoprecipitation assay was performed using SMAD7 and IgG antibody in MDA-MB-231 cells. Pulled-down ARHGAP5-AS1 and U6 were detected by qRT-PCR. **D** The graph showed structures of full-length SMAD7 and truncation 1 & 2. **E** RNA pull down assay was performed to detect the interaction between ARHGAP5-AS1 and flag-tagged SMAD7, truncation 1 & 2. Each experiment was repeated three times independently

### *ARHGAP5-AS1 stabilizes SMAD7 *via* inhibition of SMAD7 ubiquitination*

The PY motif of SMAD7 has been reported to be responsible for the interaction between SMAD7 and its E3 ligase (SMURF1 & 2) and the subsequent degradation of SMAD7 [20]. Hereafter, the effect of ARHGAP5-AS1 on the stability of SMAD7 was investigated. As expected, knockdown of ARHGAP5-AS1 reduced the protein level of SMAD7 in MDA-MB-231 cells and SKBR3 cells, while over-expression of ARHGAP5-AS1 increased the protein level of SMAD7 in LM2 cells and BT549 cells (Fig. 4A and B). The degradation of SMAD7 was controlled by ubiquitin and proteasome [21]. The proteasome inhibitor MG132 was applied to block the effects of ARHGAP5-AS1 on SMAD7. The results showed that MG132 treatment blocked the degradation of SMAD7 induced by knockdown of ARHGAP5-AS1 (Fig. 4C). In order to certify that the reduction of SMAD7 by knockdown of ARHGAP5-AS1 is due to the increase in degradation rather than the decrease in its mRNA level, the relative mRNA level of SMAD7 was detected by qRT-PCR. The results showed that either knockdown or over-expression of ARHGAP5-AS1 had no influence on the mRNA level of SMAD7 (Figure S2A and B). Meanwhile, knockdown of ARHGAP5-AS1 accelerated the degradation of SMAD7 when the protein synthesis inhibitor cycloheximide (CHX) stimulation applied (Fig. 4D). Degradation of proteins in proteasome system results from poly-ubiquitination of proteins, so that the ubiquitination of SMAD7 was detected by immunoprecipitation. The results showed that over-expression of ARHGAP5-AS1 reduced ubiquitination of SMAD7 in 293T cells (Fig. 4E). Moreover, ARHGAP5-AS1 had a negative effect on the interaction between SMAD7 and its E3 ligases SMURF1 and SMURF2 (Fig. 4F). On the contrast, ARHGAP5-AS1 had no effect on the interaction between SMAD7 and its deubiquitinase OTUD1 (Figure S2C). Taken together, ARHGAP5-AS1 stabilized SMAD7 protein through impeding the interaction between SMAD7 and its E3 ligase as well as the subsequent ubiquitination and the degradation of SMAD7.

**Fig. 4:**
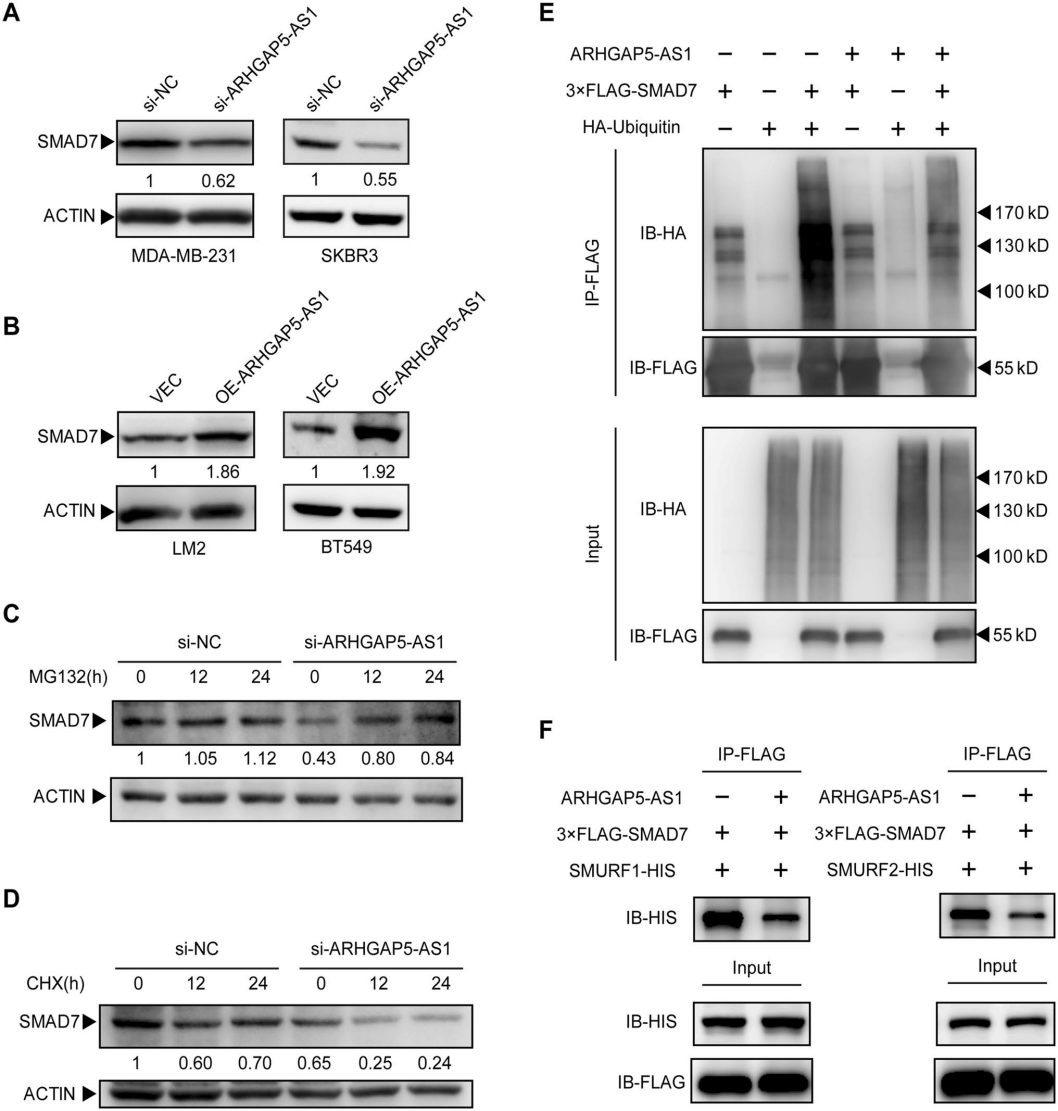
ARHGAP5-AS1 stabilizes SMAD7 via inhibition of SMAD7 ubiquitination. **A** The protein level of SMAD7 was detected by western blot in MDA-MB-231 cells and SKBR3 cells with knockdown of ARHGAP5-AS1. **B** The protein level of SMAD7 was detected by western blot in LM2 cells and BT549 cells with over-expression of ARHGAP5-AS1. **C** Knockdown of ARHGAP5-AS1 in MDA-MB-231 cells with treatment of 20 μM MG132. **D** Knockdown of ARHGAP5-AS1 in MDA-MB-231 cells with treatment of 40 μM CHX. **E** Immunoprecipitation was performed to enrich ubiquitin-SMAD7 complex in 293 T cells with indicated transfections. **F** Immunoprecipitation of FLAG was performed to enrich FLAG-tagged SMAD7 and HIS-tagged SMURF1/SMURF2 complex with or without over-expression of ARHGAP5-AS1 in 293 T cells. Each experiment was repeated three times independently

### SMAD7 mediates the negative effect of ARHGAP5-AS1 on cell migration

As SMAD7 antagonizes TGFβ signaling, it has critical role in TGF-β induced cytoskeleton rearrangement [22]. In order to determine whether SMAD7 is involved in the suppression of ARHGAP5-AS1 on breast cancer cell migration, antisense DNA oligos was utilized to knockdown SMAD7 which mimicked knockdown of ARHGAP5-AS1. The knockdown efficiency was detected by western blot, and the results showed efficient knockdown of SMAD7 (Fig. 5A). Immunofluorescence by TRITC-phalloidin showed an obvious increase in stress fiber formation (Fig. 5B) and numbers of migrated cells (Fig. 5C) in MDA-MB-231 cells through knockdown of SMAD7, which mimicked the phenotype induced by knockdown of ARHGAP5-AS1. To gain a better understanding of functional role of SMAD7, a lentiviral vector-mediated over-expression of SMAD7 (PLVX- SMAD7-OE) was performed in the ARHGAP5-AS1 knockdown cells (Fig. 5D). The functional assay results showed that the ectopic expression of SMAD7 reversed the promotion of stress fiber formation (Fig. 5E) and cell migration (Fig. 5F) induced by ARHGAP5-AS1 knockdown. In contrast, the over-expression of SMAD7 did not significantly alter either stress fiber formation or cell migration in si-NC transfected cells. Taken together, all the results indicated that SMAD7 mediated the effect of ARHGAP5-AS1 on breast cancer cell migration.

**Fig. 5:**
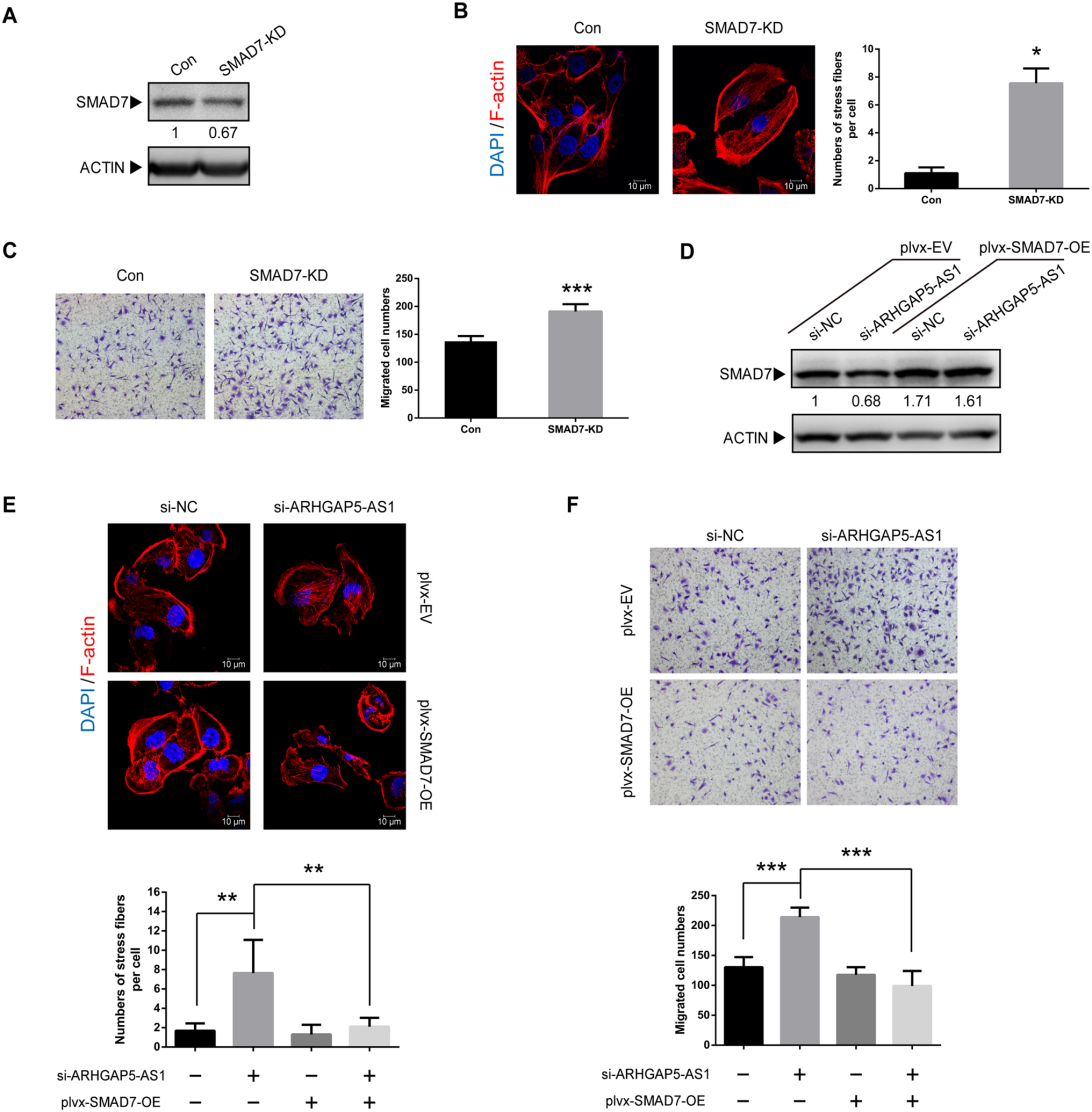
SMAD7 mediates the negative effect of ARHGAP5-AS1 on cell migration. **A** The knockdown efficiency of SMAD7 DNA antisense oligo was detected by western blot. **B** Immunofluorescence of F-actin of SMAD7 knockdown in MDA-MB-231 cells was performed and the results were presented as the number of stress fibers per cell. **C** Transwell migration assay of SMAD7 knockdown was measured and the results were expressed as the number of migrated cells per field. **D** The protein level of SMAD7 was detected by western blot in plvx-EV and plvx-SMAD7-OE cells with si-NC or si-ARHGAP5-AS1 transfection. **E** Immunofluorescence of F-actin was performed with indicated transfections. **F** Transwell migration assay was performed with indicated transfections. The error bars in all graphs represented SD and each experiment was repeated three times independently. *p < 0.05, **p < 0.01, ***p < 0.001

### *Knockdown of ARHGAP5-AS1 promotes TGF-β signaling *via* destabilizing SMAD7*

Due to the different inhibitory mechanisms of SMAD7 in nucleus and cytoplasm [14], the subcellular location of SMAD7 was detected with knockdown of ARHGAP5-AS1. Our data showed that ARHGAP5-AS1 knockdown did not alter the predominant cytoplasmic location of SMAD7, but significantly downregulated SMAD7 protein level in the cytoplasm through immunofluorescence staining (Fig. 6A) as well as western blotting analysis of nuclear and cytoplasmic fractions (Fig. 6B), which was in consistence with the our previous results in Fig. 4A. Based on the evidence that SMAD7 could antagonize TGFβ signaling by inducing the degradation of TGFβ R1 [16], the effects of ARHGAP5-AS1 on TGFβ signaling, the components of TGFβ pathway were investigated. Western blotting analysis showed increased expression of TGFβ R1 and prolonged activation of TGFβ signaling, which in turn presented by increased phosphorylation of SMAD2 in response to TGFβ1 stimulation (Fig. 6C). The similar pattern was showed by knockdown of SMAD7 (Fig. 6D). Moreover, we constructed four SMAD-binding elements (SBE) into pGL4.27 vector and performed dual luciferase reporter assays in 293T cells. The results showed that the activity of firefly luciferase was enhanced by the treatment of TGF-β and over-expression of ARHGAP5-AS1 inhibited the enhancement of luciferase activity (Fig. 6E). Taken together, ARHGAP5-AS1 negatively regulates TGFβ signaling by destabilizing SMAD7 and upregulation of TGFβ R1.

**Fig. 6:**
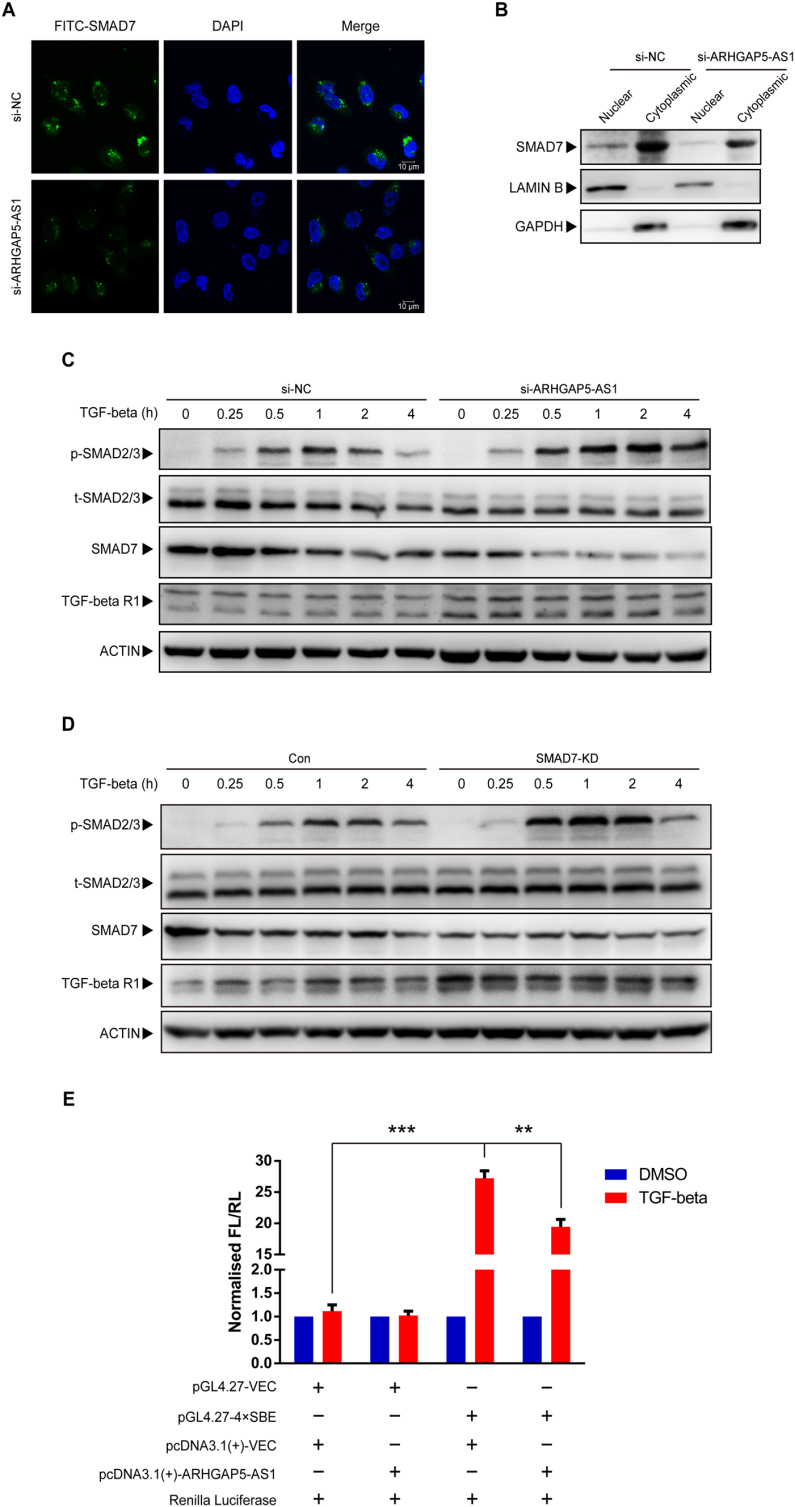
Knockdown of ARHGAP5-AS1 promotes TGF-β signaling via SMAD7. **A** Immunofluorescence of SMAD7 with FITC-conjugated antibody was performed to detect location of SMAD7 in MDA-MB-231 cells. **B** Nuclear and cytoplasmic SMAD7 was detected by western blot, LAMIN B and GAPDH were used as loading controls. **C** Effects of ARHGAP5-AS1 knockdown on the activation of TGF-β signaling were detected by western blot. **D** Effects of SMAD7 knockdown on the activation of TGF-β signaling were detected by western blot. **E** Luciferase reporter assays were performed in 293T cells with indicated transfections. The error bars in all graphs represented SD and each experiment was repeated three times independently. *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

This study provides the first evidence that LncRNA ARHGAP5-AS1 could inhibit cell migration via suppression of stress fibers in breast cancer cells. More importantly, to our knowledge it is the first lncRNA could directly interact with SMAD7, which is an important inhibitory Smads that negatively control TGFβ signaling pathway. The present study demonstrated that ARHGAP5-AS1 impaired the degradation of SMAD7 via interaction with its PY motif, blocking the interaction with its E3 ligase (SMURF1 & SMURF2) and thus decreased its ubiquitination. Knockdown of SMAD7 mimicked the promotion of cell migration by knockdown of ARHGAP5-AS1. Meanwhile, ectopic expression of SMAD7 blocked the increase in migration and stress fiber formation by knockdown of ARHGAP5-AS1. Moreover, ARHGAP5-AS1 inhibited the formation of stress fiber and hence migration via suppression of TGFβ signaling by stabilized SMAD7.

ARHGAP5-AS1 located on the human chromosome 14 and was first identified as a transcriptional isoform of ARHGAP5 in gastric cancer by large-scale sequencing [23]. 

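In GENCODE release 29 (GRCh38), ARHGAP5-AS1 (ENSG00000258655.2) lies on the minus strand of chromosome 14 from 32074946 to 32076793. It is annotated as a single transcript with 1 exon of 1848 bases. The deposited table lists NR_027263 at 1281 bases. ARHGAP5 (ENSG00000100852.12) lies on the plus strand from 32076114 to 32159728. The spans of both genes overlap over 680 bases, from 32076114 to 32076793. Of 11 annotated transcripts of ARHGAP5, 1 (ENST00000555814.1) has exons over ARHGAP5-AS1, from 32076114 to 32076217 and from 32076458 to 32076657. They cover 304 bases, or 16.5% of ARHGAP5-AS1, and hold 0 coding segments. The qRT-PCR primers of the paper match ARHGAP5-AS1 at 32076124 to 32076143 (GGCCCCTGATTCAGTACGTT) and 32076036 to 32076055 (GCGTGAACAGGGGTCTTTTG), an amplicon of 108 bases. The first primer lies under the first of these exons of ARHGAP5 and the second lies outside them.

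**Figure D3:**
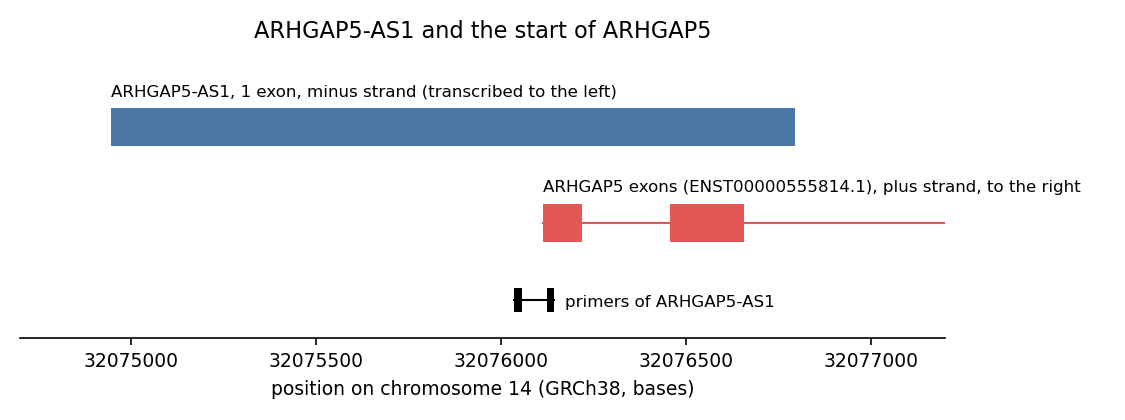
Position on chromosome 14 (GRCh38, bases, x axis) of the exon of ARHGAP5-AS1, of the exons of ENST00000555814.1 of ARHGAP5 that overlap it, and of the primers. The overlapping exons cover 304 bases, and the primers span 32076036 to 32076143.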

Non-coding RNA was considered as transcription “noise” in the past. However, more and more studies showed an emerging and diverse role in cancer pathways [9]. For example, lncRNA NKILA suppresses breast cancer metastasis by interaction with p65 and blocking IκB phosphorylation [24]. Here we illustrated that ARHGAP5-AS1 was a long non-coding RNA and its expression was downregulated in aggressive breast cancer cells. Besides, ARHGAP5-AS1 expression was also downregulated in breast cancer tissues compared to normal tissues, suggesting a tumor-suppressor role in breast cancer. Thus, we investigated the function of ARHGAP5-AS1 in progression of breast cancer. As a result, ARHGAP5-AS1 inhibited migration of breast cancer cells. Moreover, stress fiber formation was reduced by ARHGAP5-AS1. Moreover, the correlation between clinical benefit and ARHGAP5-AS1 expression was analyzed and improved recurrence-free survival for Luminal A type patients with a high expression of ARHGAP5-AS1 (Figure S3), which seems to in concordance with the anti-migration effect of ARHGAP5-AS1 in vitro. It’s a pity that we have not studied the regulatory mechanism of ARHGAP5-AS1 expression in breast cancer cells. We thought there could be a possibility that the expression of ARHGAP5-AS1 is regulated by some transcription factors which expression are quite different in breast cancer tissues.

LncRNA functions as protein scaffold, which are already well established [25]. We demonstrated that ARHGAP5-AS1 interacted with PY motif of SMAD7 protein. PY motif is responsible for the interaction of SMAD7 with WW domain of E3 ligase [20]. Indeed, ARHGAP5-AS1 occupied PY motif and blocked the ubiquitination of SMAD7 by E3 ligase (SMRUF1 & SMURF2), so that reduced the degradation of SMAD7 protein. SMAD7 is a powerful inhibitor of TGFβ signaling, antagonizing TGFβ signaling via multiple mechanisms [14]. TGFβ signaling pathway exerts tumor-suppressive effects in cancer initiation, yet it promotes epithelial to mesenchymal transition (EMT), cell invasion as well as migration in cancer progression [26, 27]. The dual role of TGFβ in cancer has long been noted, but its mechanistic basis, operating logic, and clinical relevance have remained elusive. TGFβ induces cytoskeleton reorganization by upregulation of RhoGEFs, such as NET1 [28] and GEFH1 [29]. Besides, SMAD7 inhibits TGFβ induced actin reorganization and RhoA activation [22]. It is expectable that TGFβ induced stress fibers and cell migration could be blocked by ARHGAP5-AS1 due to its interaction with SMAD7 and increased the stability of the latter. However, the function of ARHGAP5-AS1 in breast cancer cells was detected without exogenous TGFβ stimulation. Tumor cells themselves are able to produce TGF-β ligands [30, 31], which might be a reasonable explanation. Indeed, knockdown of SMAD7 mimicked the promotion effect of cell migration by knockdown of ARHGAP5-AS1. Furthermore, ectopic expression of SMAD7 was able to block the promotion of cell migration by knockdown of ARHGAP5-AS1. Above results were also achieved without TGFβ stimulation. To verify the effects of ARHGAP5-AS1 on TGFβ stimulated signaling, we further knockdown the expression of ARHGAP5-AS1 in MDA-MB-231 cells and these cells were starved for 12 h and treated with 0.3 ng/mL TGFβ1. Prolonged activation of TGFβ signaling was demonstrated by upregulation of TGFβ R1 and increased phosphorylation of SMAD2 compared to the control cells. In addition, four fragments of SMAD-binding element (SBE) were cloned into pGL4.27 vector. ARHGAP5-AS1 over-expression showed reduced luciferase activity with stimulation of TGFβ, proving its inhibitory role on TGFβ signaling.

In this study, we give a clear interpretation that ARHGAP5-AS1, which is downregulated in breast cancer tissues and cell lines, suppresses the cell migration and stress fiber formation in breast cancer cells. Furthermore, SMAD7, which is an important inhibitory Smads that negatively control TGFβ signaling pathway, is demonstrated to be interacted with ARHGAP5-AS1 and its protein level is regulated by ARHGAP5-AS1. Thus, our findings provide valuable clues toward understanding the mechanisms of human breast cancer progression and present an opportunity to develop more effective clinical therapies in the future.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

The datasets during and/or analyzed the current study available from the corresponding author on reasonable request.

## Abbreviations

LncRNA: Long non-coding RNA
ARHGAP5-AS1: Rho GTPase activating protein 5 antisense RNA 1
TGFβ: Transforming growth factor beta
SBE: SMAD-binding elements
SMURF1 & 2: SMAD specific E3 ubiquitin protein ligase 1 & 2
OTUD1: OTU deubiquitinase 1

# Supplementary material for: Long non-coding RNA ARHGAP5-AS1 inhibits migration of breast cancer cell via stabilizing SMAD7 protein
**Source:** Breast Cancer Res Treat. 2021 Aug 9;189(3):607–19. doi: 10.1007/s10549-021-06286-5
**Supplement:** Supplementary file 4 — Supplementary file4

Table S1. RPKM and Fold Change of downregulated lncRNAs in MDA-MB-231-LM2 cells

How the deposited data were processed for this re-analysis (not part of the article)

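RNA of 2 cell lines, MDA-MB-231 and its lung-metastatic subline MDA-MB-231-LM2, was analysed. The labels list 4 samples, 2 per cell line, and the deposited tables hold 1 column per cell line. The authors processed the reads with bcl2fastq and TopHat2 (version 2.0.13) on hg19 (GRCh37). The counting program, its strand setting and the annotation are not given in the sources used here.

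The authors deposited read counts per transcript, which are whole numbers and were used unchanged. The authors also deposited RPKM values. Each RPKM equals the count divided by the listed length and by the column total, on the RPKM scale, to a relative difference of at most 4.98e-06 in MDA-MB-231 and 4.95e-06 in LM2. The 65423 transcripts have totals of 130689252 and 128985870 counts. Reads of overlapping transcripts can enter these totals more than once, so the totals need not equal the number of reads. An RPKM of 1 stands for 131 counts at 1 kilobase in MDA-MB-231.

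The tests set for the comparison (edgeR's quasi-likelihood test on libraries, and set tests on the gene lists) need libraries within each cell line and could not be run on 1 column per cell line. In their place, each ratio is the count in LM2 over that in MDA-MB-231 divided by the ratio of the totals, with an exact (Clopper-Pearson) interval at 95% from the binomial share of the counts. Intervals and floors cover counting error only. A count of 0 was set to a floor of 3 counts to give a fold, and its lower limit is that of the interval. Over all transcripts and in the gene lists, over 2-fold lower or higher was counted at a mean of at least 50 counts. The screen on RPKM used the RPKM minimum with no minimum count, and Table S1 was taken whole. The interval of a median over genes comes from their order statistics. For gene lists and neighbourhoods 0.5 counts were added, and the transcript with the highest mean count stood for each gene.

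Symbols were paired through current gene tables, GENCODE release 29 and the RefSeq annotation of GRCh38.p14. They were found for 34209 NM_, 7139 NR_ and 21840 ENST transcripts. The order of genes along the chromosomes was taken from the same tables. Coordinates of ARHGAP5-AS1 are those of GRCh38, and no coordinates of hg19 were converted.

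The text names genes by a fixed rule: every gene or transcript the paper names, the 15 largest ratios in each direction with a mean of at least 50 counts, up to 4 members of each gene list, and the 3 largest and 3 smallest ratios of Table S1. The rule asked for adjusted p-values and for the same direction in every library, which 1 column per cell line cannot give, so list members were taken by the size of their ratio. Genes named outside the rule are marked as chosen after their values were seen. The gene lists, the screen on RPKM, the named-gene rule and the alternatives were set before the data were examined, apart from the alternatives marked as chosen later.

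There are 28 gene lists, 24 by gene name (483 genes, of which 450 are paired with a transcript) and 4 classes by symbol. Some members and lists are not described in the text but count in these totals. The median of each list was set against 10000 random lists of the same size matched on mean expression. Of the 28 medians, 16 lay outside the central 95% of the matched lists. This describes these 2 columns and is not a test of the cell lines.

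Windows of 31 neighbouring genes were taken along the chromosomes, and blocks were counted where the median log2 ratio was beyond 0.5. For overlaps between strands, the exons of Table S1 transcripts in GENCODE release 29 were set against those of protein-coding genes of the other strand. As a check of strand, 19820 non-coding ENST transcripts with the same length in GENCODE release 29 were searched for those lying wholly under such exons. Of 133 with an mRNA at an RPKM over 5, 88.7% had an RPKM over 1 in MDA-MB-231, against 6.60% of 15095 transcripts under no exon of a protein-coding gene. Of the 120 with a mean of at least 50 counts, 111 had a log2 ratio within 0.2 of that of the mRNA. The overlap and strand checks were chosen after the data were seen.

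The calculation was tested on simulated counts, in which transcripts varied by counting noise only. Spread between cultures was not simulated for them, so the shares of transcripts below are not error rates of calls on the real columns. Intervals held the true ratio in 95.4% of 31262 unchanged transcripts. Of 100 transcripts changed by log2 1.5, 99% were called, and 0.003% of unchanged ones passed 2-fold. Of 200 unchanged lists, 3% fell outside the central 95% of matched lists.

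Alternatives were other scalings (TMM and upper-quartile factors from edgeR 4.0.16, size factors from DESeq2 1.42.0), pseudocounts of 0.01, 0.1 and 1 on the log2 RPKM scale, other minimums on counts and RPKM, and subsets of identifiers. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. The qRT-PCR, migration, tissue and protein experiments of the paper were not analysed here.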

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

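The tests on the copies of the MHC region and on groups by expression were chosen after the result was seen, and that on GC content and length before it.

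Genes given first are among those with a log2 ratio beyond 6 and an RPKM over 10 in at least 1 cell line, limits chosen after the data were seen. The log2 ratio was -8.14 for the testis histone H2BC1 (1432 and 5 counts in MDA-MB-231 and LM2), -8.01 for CXCR4, -7.22 for the cystatin CST1 (8912 and 59 counts), -6.79 for CLDN4 and -6.27 for the interferon-induced IFI27 (1329 and 17 counts). It was 6.50 for SPARC, 7.04 for CSF3, 8.51 for the antisense transcript GALNT9-AS1 (14 and 5041 counts) and 11.08 for IL13RA2. GALNT9, the partner of GALNT9-AS1, had 1 and 449 counts, and the counts do not separate their strands.

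Outside Table S1, 43 NR_ and ENST transcripts also had an RPKM over 1 in both cell lines and were over 2-fold lower in LM2 (2.00-fold to 6.17-fold). Of these, 16 have NR_ identifiers, and the largest ratio among them was that of GAS6-AS1 (1206 and 193 counts), named after its value was seen.

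Neighbouring genes differed together. From ZNF311 to SLC35B2 on chromosome 6, which takes in the MHC region, 212 genes had a median log2 ratio of -0.82 (-0.91 to -0.75). It was -0.69 for 63 genes from EPG5 to CYB5A on chromosome 18, a stretch that takes in SMAD2, SMAD4 and SMAD7, and -0.84 for 61 genes from PRPS2 to CXorf38 on chromosome X. It was 0.95 for 65 genes from MTHFS to ARRDC4 on chromosome 15, and on chromosome 12 it was 0.65 for 88 genes from CDKN1B to SLC38A1 and 0.61 for 54 genes from PRIM1 to MDM1.

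In all, 729 of 11792 windows of 31 genes had a median beyond 0.5, against at most 8 in 100 random gene orders, and with 1 gene in 3 kept the share of such windows was 6.53% beside 6.18%. After removal of the trend on GC content and length, 684 windows lay beyond 0.5, beside 717 before it, which argues against that trend as the whole cause. On chromosome 6, the 114 genes listed at no more than 3 times their longest GENCODE transcript had a median of -0.76 (-0.86 to -0.69), which argues against genes counted over several copies of the MHC region. With windows under -0.5 chosen on every other gene, the 162 genes between, which took no part in that choice, had a median of at most -0.76 in each of 3 groups by expression, so a copy-number difference between the cell lines could account for the lower blocks, as could other causes that act on whole regions. It stays a hypothesis, because no DNA was analysed here, and culture medium and gas differ along with the cell line.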

How the results depend on the processing

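The alternatives that left out NM_ identifiers or took 1 transcript per gene, the bound on counting intervals and the removal of MHC genes were chosen after the result was seen, and all other alternatives before it. Of all results, 2 list medians near 0 changed sign: p53 targets from 0.0063 to -0.0029 with no filter beyond 1 count in 1 column, and cancer-associated lncRNAs from -0.03 to 0.06 with the transcript of highest mean RPKM. No paired analysis was possible because the deposited table has 1 column per cell line and carries no replicate numbers. For the same reason the fits with a replicate block, the tests of edgeR, DESeq2 and limma, the minimum fold test, leaving out a library, the gene set tests and the rules asking for every library were not run. The TMM, upper-quartile and DESeq2 factors moved log2 ratios by at most 0.0016 against the column totals.

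With log2(RPKM + 1), transcripts over 2-fold lower in LM2 went from 2125 to 604, those over 2-fold higher from 1414 to 427, those of Table S1 from 79 to 36, and the log2 ratio of ARHGAP5-AS1 from -1.29 to -0.79, since this pseudocount shrinks the ratio of transcripts near an RPKM of 1. With log2(RPKM + 0.1), antigen presentation went from -0.96 to -0.37. The cause was not tested. With no filter beyond 1 count in 1 column, 8009 transcripts were lower and 7020 higher, by construction more transcripts. With 1 transcript per named gene, 1010 were lower and 671 higher. Restricted to RefSeq, Table S1 held 33, and 46 of its 79 had an interval wholly beyond 2-fold. Without genes listed at over 3 times their longest GENCODE transcript, antigen presentation had a median of -0.33.

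The screen on RPKM, 620 transcripts over 2-fold lower, became 1374 with the minimum in MDA-MB-231 only, 8009 with no minimum, 134 with an RPKM over 5 and 49 with NR_ identifiers. Without NM_ identifiers it gave 122, and then 366 with the minimum in MDA-MB-231 only, 4162 with no minimum, 15 with an RPKM over 5, 121 with TMM and 116 with identical counts taken once.

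Of 197 values of gene lists under alternatives, 195 lay within the interval of the reported median. Those intervals are wide for short lists: with no filter the median of mesenchymal markers went from 0.15 to 0.02, of fibroblast markers from -0.07 to -1.53, of luminal and HER2 markers from -0.61 to -0.96 and of epithelial markers from -0.87 to -1.5. Of 282 values of named genes, 218 lay within the counting interval, and the others (22, 36 and 6) all came from pseudocounts of 0.1, 1 and 0.01. Of these, 0 changed direction, but large ratios shrank. With pseudocounts of 0.1 and 1, the log2 ratio of PAPPA2 went from 9.15 to 4.94 and 2.04. That of SPP1 went from 6.61 to 4.89 and 2.30. At low counts the depth limits the ratio: SNORA60, the lowest of Table S1 with 20 counts in LM2, had an interval of -2.54 to -1.01.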

Differences from the paper's values

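The paper's value for RNA transcripts with an RPKM over 1 that were over 2-fold lower in LM2 is 79 (the paper's Table S1). The value found here by the stated thresholds, over all transcripts with an RPKM over 1 in both cell lines, is 620, of which 498 have NM_ identifiers. The paper's text and the title of its Table S1 speak of lncRNAs, so the 620 cover more kinds of transcripts than the paper's 79. None of the alternatives set before the data were examined came within 1.5 times the paper's 79. They gave 1374 with the minimum in MDA-MB-231 only, 8009 with no minimum, 134 with an RPKM over 5, 616 with TMM, 601 with identical counts taken once and 49 with NR_ identifiers only. Of the alternatives chosen after seeing the values, leaving out NM_ identifiers gave 122, still over 1.5 times the paper's value. Leaving them out and taking identical counts once gave 116, within 1.5 times the paper's value; this was chosen after seeing the values and reduces the paper's own 79 to 76 distinct pairs of counts. All 79 transcripts of Table S1 are among the 122. The other 43 are given with the results that call for a closer look.

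The paper's number of these transcripts in the NCBI database, 33, is the number of NR_ identifiers in its own Table S1, so it is no independent match. By the stated thresholds 49 NR_ transcripts were found here. The 237 RPKM and fold values of the paper's Table S1 match the deposited values to a relative difference of at most 0.00249%.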

Other observations

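The tests on ARHGAP5-AS1 were chosen after the result was seen. The other genes given here that the paper studies or uses as controls were within 2-fold between the cell lines. SMAD7, the inhibitor of TGFβ signaling, had 605 counts in MDA-MB-231 and 508 in LM2, a log2 ratio of -0.23 (-0.41 to -0.06), and its 30 nearest genes had a median of -0.68. SMAD2 and SMAD4 had log2 ratios of -0.56 and -0.70, with neighbours at -0.60 and -0.67. SMAD3 was at -0.57, SMAD6 at -0.57 and the receptor TGFBR1 at -0.53. The ligand TGFB1 was at -0.87 (712 and 384 counts). The ubiquitin ligases SMURF1 and SMURF2 were at -0.35 and -0.56, and the deubiquitinase OTUD1 at -0.36. NET1 and ARHGEF2 were at 0.39 and 0.60 and the RNA-binding protein LARP1 at 0.23. The RNAs of loading controls differed between the cell lines as well, with ACTB at -0.45, LMNB1 at 0.40 and GAPDH at 0.91 (139623 and 259755 counts). The neighbours of GAPDH had a median of 0.50. The paper used the proteins as controls of its blots, and protein levels were not analysed here. NKILA is paired with 0 transcripts.

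Genes of cholesterol synthesis, respiration and glycolysis had medians above 0 in LM2. Of 24 genes of cholesterol synthesis and uptake, 0 were beyond 2-fold, with a median log2 ratio of 0.32 (0.22 to 0.44, percentile 99.9 of matched lists). Mitochondrial respiration had a median of 0.25 over 25 genes (percentile 99.6), with the regulator PPARGC1A at 1.87. Glycolysis genes were at percentile 99.6 of matched lists, and ALDOC was at 1.71 (1.54 to 1.88). The matched lists take no account of chromosome position, so a shift shared by neighbouring genes is not removed from this percentile. Hypoxia genes had a median of 0.16 over 21 genes (-0.23 to 0.99, percentile 92.7). Of these, 5 were over 2-fold higher, such as ANGPTL4 at 2.72 and the carbonic anhydrase CA12 at 1.27, and 2 over 2-fold lower. Genes of sugar sensing and galactose use had a median of -0.05 over 9 genes and a mean of 0.11 (percentile 34.2). Cell cycle genes had a median of 0.08 over 30 genes, 0 of them beyond 2-fold (percentile 53.8). Targets of p53 had a median of 0.01 and a mean of -0.06 over 17 genes (percentile 58.5), with SESN2 at 1.40 and FAS at -1.06.

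Among classes of non-coding RNA, 215 small nucleolar and Cajal body RNAs had a median log2 ratio of 0.22 (0.14 to 0.30, percentile 100), with 5 over 2-fold higher and 3 lower. The 23 lncRNAs that host snoRNAs had a median of 0.24 (percentile 98.1), with SNHG18 at -1.86 and SNHG6 at 0.68. For 5 abundant structural RNAs it was 0.22 (percentile 74.7), for 78 microRNA precursors 0.05 (percentile 91.0), for 25 cancer-associated lncRNAs -0.03 (percentile 38.1), for 605 antisense lncRNAs -0.06 (percentile 68.8) and for 157 LINC transcripts -0.22 (percentile 1.22). Of the 605 antisense lncRNAs, 48 were over 2-fold lower and 28 higher, and their counts hold reads of both strands.

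NF-κB targets were at percentile 99.99 of matched lists and interferon-response genes at 0.38. ISG20, an interferon-induced nuclease at 1.83, lies among genes with a median of 1.09. For antigen presentation, the median over 15 genes was -0.96 (percentile 0.0), and HLA-B was at -2.19 (-2.37 to -2.02). Of these genes, 11 are listed at over 3 times their longest GENCODE transcript and lie in a region of lower genes, so their values are uncertain, and the other 4 had 0 beyond 2-fold.

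Few markers of other cell types had enough counts. Of 7 luminal and HER2 markers, 3 were over 2-fold lower (median -0.61, -3.58 to 0.21, percentile 1.06), with AGR2 at -3.60. Not among the 7, for a mean under 50 counts, were FOXA1 (10 counts in MDA-MB-231 and 57 in LM2) and ESR1 (2 and 8), which were higher. TFF1 (27 and 7), TFF3 (46 and 18) and PGR (7 and 2), which were lower, were left out as well. These members were named after their values were seen. With no filter the median of luminal and HER2 markers was -0.96. Of 4 fibroblast markers, 2 were over 2-fold higher and 2 lower (median -0.07, percentile 54.6), with FBLN1 at 2.54 and COL1A2 at -3.11. With no filter the median of fibroblast markers was -1.53, since members with a mean under 50 counts then take part, among them COL3A1 (17 and 0 counts) and LUM (76 and 18 counts), named after their values were seen. Of 5 endothelial markers, 2 were higher and 1 lower (median 0.47, percentile 96.8), with TIE1 at 2.97 and KDR at -1.18. Of 3 leukocyte markers, 0 were beyond 2-fold (median -0.37, percentile 22.0; -0.16 with no filter and -0.58 with at least 10 counts in both).

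The lower level of ARHGAP5-AS1 was set against technical sources. A shift shared by the region is argued against by its 30 nearest genes, whose median log2 ratio of -0.12 lies above the counting interval of ARHGAP5-AS1. Reads of ARHGAP5 on the other strand stay open. Of its transcripts that overlap ARHGAP5-AS1, 0 have a mean of at least 50 counts in the deposited table. The log2 ratio of its mRNA, -0.53 (-0.57 to -0.49), does not decide this question. At that ratio 282 counts would be expected in LM2, against 167 seen, but the overlapping transcript may have another ratio. The paper also found ARHGAP5-AS1 lower in LM2 by qRT-PCR (Fig. 1B), which does not use these reads. The second primer of the paper, at 32076036 to 32076055, lies outside the annotated exons of ARHGAP5. Open as well are the culture medium and gas, which cannot be told apart from the cell line.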
